A study of Mus musculus with 4 samples. Its data were reported in "Divergent FOXA1 mutations drive prostate tumorigenesis and therapy-resistant cellular plasticity" (2025).

How the data were processed

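Single-cell RNA sequencing (10x Genomics droplets) was run on dissociated anterior and dorsal prostate lobes of 100-week-old male mice that carried a human FOXA1 transgene with an in-frame deletion in the forkhead domain (R265-71del, a Class 1 mutation) and floxed Trp53. The transgene sits in the Rosa26 locus behind a floxed cassette with a puromycin resistance gene (puroR) and a stop signal. Cre recombinase driven by the probasin promoter (Pb-Cre), which is active in prostate epithelium, removes this cassette and the floxed part of Trp53. Case animals carried Pb-Cre and the control did not. The labels give 4 libraries. The control is 1 library whose title carries 2 animal numbers, so it was treated as 1 control pool. Case 1 is the library of case animal 1, and case 2 and case 3 are both libraries of case animal 2. Each of the 2 case animals counted as 1 replicate.

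The authors deposited UMI counts per gene and barcode from the filtered matrices of Cell Ranger. Every value is a whole number, as in uncorrected counts, though this alone does not exclude a correction for ambient RNA. The submitters' processing notes name Cell Ranger 7.1 and mm10, and the study's methods name an earlier version. The labels' protocol and the methods also name different kits and digestion times, and which of these applied to the libraries was not settled. The reference was extended by human FOXA1, puroR and Cre, which gave 32288 features. The matrices held 8570, 4291, 5543 and 6474 barcodes (control, case 1, case 2, case 3) with 12357143, 8604669, 12157039 and 15879231 UMIs in total, and the lowest barcode held 500 UMIs in each. Median depth per barcode was 957, 1201, 1244 and 1448 UMIs.

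Barcodes were kept with at least 200 genes and at most 10% mitochondrial UMIs, as in the study's methods. Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold marked 110, 1, 2 and 1 barcodes. In the 3 case libraries this was under the 0.5% that a working call would give, though not in the control. To treat the libraries alike, the barcodes ranked highest were removed in all of them instead, at 0.8% per 1000 barcodes (552, 137, 236 and 323). That replacement was chosen after seeing the calls. After these filters 7389, 3690, 4857 and 5638 cells remained, 21574 in all. Counts were scaled to 10000 per cell, log transformed and reduced to 2000 variable genes, 30 principal components and 15 neighbors, and were clustered with Leiden (leidenalg 0.10.2) at resolution 1.0 and seed 1, without integration. The 28 clusters were named "-like" from a fixed marker table. A name needed at least 3 markers that were over 2-fold higher than in the median of the other clusters. It also needed at least 2 markers among the cluster's top 100 genes, and a lead over the next name. The scoring went through 4 versions after the clusters were seen and before any group test. The last 2 versions gave the same cells for every tested class. Class names were rebuilt here, so a difference from the study may come from them. The markers included Hoxb13, Pbsn, Sbp, Tgm4, Spink1, Msmb and Dpp4 for luminal-like clusters, Krt4, Psca, Ppp1r1b, Wfdc2 and Ly6d for LumP-like clusters (proximal luminal cells), and Krt5, Krt14, Krt15, Krt17, Trp63 and Col17a1 for basal-like clusters. Values of these genes within a class therefore also depend on which clusters it took in.

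For each class, raw counts were summed over cells per animal and tested with edgeR 4.0.16 (R 4.3.3): TMM scaling, filterByExpr, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each sum needed at least 50 cells. The 2 case sums were set against 1 control sum, which leaves 1 residual degree of freedom. The spread therefore rests on the differences between the case animals, shared over genes, and the control is assumed to vary like them. Prior degrees of freedom were 15.5 for all epithelial cells, 13.7 for luminal-like cells and 29.0 for the recombined contrast below. For basal-like, fibroblast-like, macrophage-like and T/NK-like cells they were infinite, so a gene's own difference between the case animals had no weight. Errors and p-values there do not measure the spread of the single gene. Standard errors are given after ± and were taken as the size of the log2 fold change over the square root of the F statistic. All adjusted p-values come from edgeR unless DESeq2 is named. Within case animals, luminal-like cells with human FOXA1 UMIs and no puroR UMI ("recombined") were compared with cells holding puroR UMIs ("unrecombined"), with animal as a block. Tested on simulated data with 200 changed genes, the luminal fit recovered 17 of 94 genes changed 2-fold and 75 of 95 changed 4-fold, with 6 false calls among 98. For all epithelial cells the recovered numbers were 32 of 97 and 83 of 96, and for basal-like cells 54 of 97 and 81 of 96. Fibroblast-like cells gave 21 of 95 and 73 of 91, macrophage-like cells 30 of 91 and 66 of 90, and T/NK-like cells 3 of 93 and 40 of 85. The recombined contrast gave 73 of 96 and 90 of 93. False calls were 12 of 127 for all epithelial, 14 of 149 for basal-like, 3 of 97 for fibroblast-like and 7 of 103 for macrophage-like cells. They were 1 of 44 for T/NK-like cells and 7 of 170 for the recombined contrast. Simulated control and case counts had the same spread, so whether the control varies like the case animals was not tested.

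The named genes are, per class, the 10 with the largest and the 10 with the smallest log2 fold change among genes past the threshold with at least 50 CPM in the higher group and both case animals on the same side of the control. Mitochondrial, ribosomal, immunoglobulin, hemoglobin and unnamed model genes were left out. Added to these are the genes that the study's text names, and up to 4 members per gene list. Not every gene this rule takes is printed, and the genes and lists that open each paragraph were picked after their values were seen. The 25 gene lists cover luminal secretory products, androgen response, mTORC1-linked metabolism, MYC and ribosome biogenesis, S phase, G2/M phase, p53 targets, immediate early and AP-1 genes, heat shock, LumP and stem-like genes, basal genes, interferon response, MHC class I and class II presentation, EMT and matrix, hypoxia, glycolysis, cholesterol synthesis, oxidative phosphorylation, unfolded protein response, inflammatory cytokines and chemokines, macrophage activation, fibroblast activation, genes named in the study's text, and likely direct targets of Class 1 mutants nominated in organoids. The copy of the organoid list used here holds 140 symbols. The list from the study's text was partly chosen on these samples and is not independent evidence. Lists are given with their median log2 fold change. A percentile of such a median, where printed, is that among 10000 random lists of the same size drawn within 20 expression bins. A control level of 0 counts was set to a floor of 3 counts over the group, and folds against it are lower bounds. Shares of cells carry exact binomial and counts exact Poisson 95% intervals, which cover counting error only. Phase and recombination shares were computed after thinning each cell to 2000 UMIs, or to 1000 outside the epithelium. The samples, the tests, the marker and gene lists and the first set of alternatives were fixed before the data were examined. Gene positions come from a GENCODE annotation of GRCm38, the assembly also called mm10. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.

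The 2 libraries of case animal 2 differed by more than sampling noise. A chi-square test of cells per class gave 45.1 on 15 degrees of freedom. The chi-square per gene and degree of freedom was 6.71 in luminal-like cells, against 8.80 and 16.0 for case 1 against either of them. Alternatives were other scalings (DESeq2 size factors, library totals), no gene filter, DESeq2 1.42.0, doublets kept, other cell filters, Leiden at resolution 0.5, subtraction of ambient RNA, 4 libraries as samples, and each case library left out. Another 11 were added after seeing the data. Groups of fewer than 3 animals allowed no test by regrouping the samples.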

Results

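The libraries held cells of 2 case animals (case 1 from animal 1; case 2 and case 3 from animal 2) and 1 control pool, with 7389 control cells and 3690, 4857 and 5638 case cells kept. Gene expression was measured per cell in prostate lobes at 100 weeks of age. The matrices held 12357143 UMIs in control and 8604669, 12157039 and 15879231 in case 1, case 2 and case 3, with a median of 957, 1201, 1244 and 1448 UMIs per barcode. The transgene, which checks the labels, was read first. In luminal-like cells the puroR cassette was measured at 1049 CPM in control (95% Poisson interval 1022 to 1077) and at 138, 47.5 and 46.5 CPM in case 1, case 2 and case 3. Human FOXA1 was at 330 CPM in control against 429, 380.5 and 379.5 CPM. Its share of the UMIs of both sequences was 23.9% in control luminal-like cells (exact interval 22.9 to 24.9%) and 75.7%, 88.9% and 89.1% in case. After thinning, 58.4% of control luminal-like cells held puroR UMIs, against 14.8%, 7.96% and 7.21% of case cells (unthinned 38.5% against 15.9%, 12.5% and 13%). Cells with human FOXA1 and no puroR UMI made up 10.5% of control and 44.5%, 42.0% and 43.4% of case luminal-like cells (unthinned 12.4% against 41.5%, 41.1% and 47.6%).

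The cassette was also lower in basal-like cells of case animals, at 460, 159 and 174 CPM against 1074 CPM in control. In macrophage-like cells, where Pb-Cre should be inactive, puroR was at 885 CPM in control, 623 CPM in case animal 1 and 183 and 193 CPM in the libraries of animal 2. The human FOXA1 share of the UMIs of both sequences there was 22.9% in control and 30.4%, 49.6% and 46.6% in case. In T/NK-like cells it was 36.6% in control and 43.6%, 72.45% and 76% in case. A higher share in case was thus not particular to the epithelium. Human FOXA1 transcripts were present without Cre in control cells of each class measured, for example at 264 CPM in macrophage-like cells. Cre itself had 0 UMIs in luminal-like cells of every library, which allows up to 0.681 CPM in control. Mouse Foxa1 (ENSMUSG00000035451, chromosome 12, 57540628 to 57546916 on GRCm38) was at 104 CPM in control luminal-like cells and at 167, 136 and 129 CPM in case. Trp53 reads come from the 3 prime end, outside the deleted part, and do not check the deletion. Trp53 in luminal-like cells differed by 0.14 ± 0.32 (log2, adjusted p = 0.798).

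**Figure D1:**
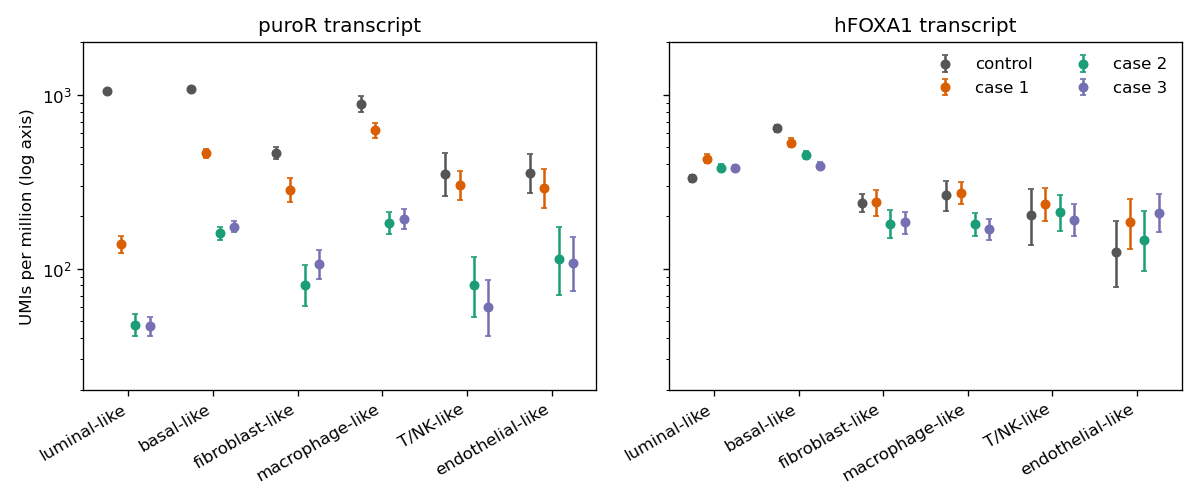
Level of puroR and of human FOXA1 (CPM, log axis) by cell class and library, with exact Poisson 95% intervals as bars. In luminal-like cells puroR lies at 1049 CPM in control and between 46.5 and 138 CPM in the 3 case libraries.

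Cell composition was compared next. Epithelial cells made up 66.4% of control cells (exact interval 65.3 to 67.5%) and 46.4%, 52.2% and 50.2% of cells in case 1, case 2 and case 3. Immune classes took larger shares in case. Macrophage-like cells were 5.28% in control and 13.1%, 14.9% and 12.6% in case, a mean ratio of 2.54 over the case animals. T/NK-like cells were 2.68% against 11.4%, 8.54% and 9.44% (ratio 3.80), and plasma-like cells 0.487% against 3.50%, 1.09% and 1.67%. Endothelial-like cells were 2.79% in control and 5.45%, 3.73% and 4.66% in case. Fibroblast-like cells were 20.5% in control and 13.5%, 13.7% and 14.5% in case. Within the epithelium LumP-like cells went the other way, from 0.609% of control cells to 4.63%, 3.11% and 2.94% in case. Genes that define this class also differ between the groups, so its size may follow from them. With 1 control library these shares carry no test between groups. The plasma-like ratio differed between animals, at 7.18 in animal 1 and 2.88 in animal 2.

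**Figure D2:**
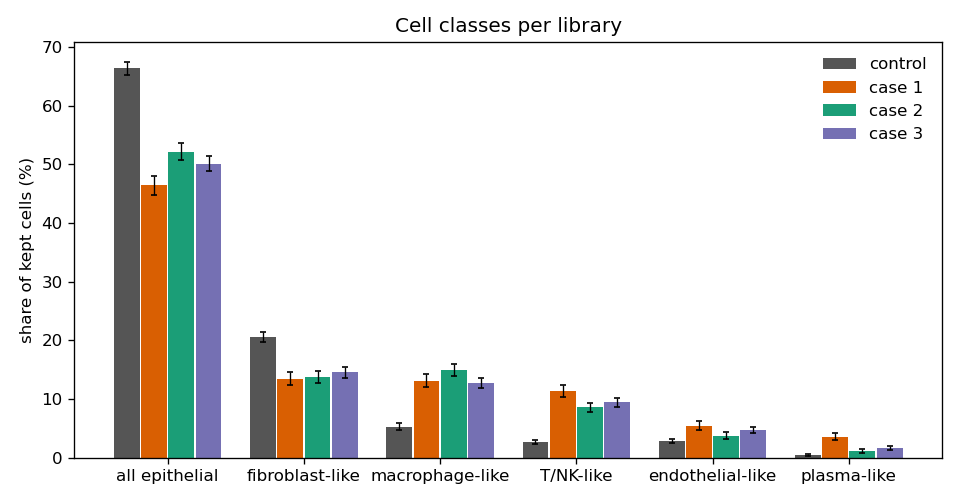
Share of kept cells (%) in each class and library, with exact binomial 95% intervals as bars. Epithelial cells lie at 66.4% in control and between 46.4 and 52.2% in case, while macrophage-like cells lie at 5.28% in control and between 12.6 and 14.9% in case.

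Luminal-like cells (2565 control, 643, 955 and 1125 case cells) were compared because Pb-Cre acts on the luminal epithelium. Psca (prostate stem cell antigen, ENSMUSG00000022598, chromosome 15, 74714839 to 74717069), a surface protein of proximal luminal cells, rose by 6.32 ± 0.65 (log2, adjusted p = 3.25e-05), from 3.87 CPM in control to 160 and 459 CPM in animals 1 and 2. Clu (clusterin, a secreted chaperone, ENSMUSG00000022037, chromosome 14, 65968483 to 65981547) rose by 4.59 ± 0.51 (adjusted p = 6.34e-05), from 239 to 6683 and 4860 CPM. Nupr1, a stress-induced nuclear protein, had 0 control UMIs and was at least 98.4-fold higher in case. The secretory genes Sbp (6.53 ± 0.82) and Ceacam10 (6.23 ± 0.46), the endothelin gene Edn1 (4.99 ± 0.44), the surface protein gene Ly6d (4.62 ± 0.42), the galectin Lgals3 (4.42 ± 0.38) and the cornified envelope gene Sprr1a (4.44 ± 0.35) rose as well. Ly6c1 (5.38 ± 0.38) shares reads with close copies and is uncertain. Over all barcodes the summed level of the secretory genes Pbsn, Sbp, Tgm4, Spink1 and Msmb was lower in case. It was 16020 CPM in control and 4897, 4104 and 3981 CPM in case 1, case 2 and case 3. That sum also follows the share of luminal-like cells.

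Among genes that fell in luminal-like cells, Trpc6, a cation channel gene (ENSMUSG00000031997, chromosome 9, 8544142 to 8680741), changed by -4.29 ± 0.33 (adjusted p = 6.39e-06), from 66.5 CPM in control to 4.38 and 2.94 CPM. The glycosyltransferase gene B3galt1 (-3.31 ± 0.27), the transcription factor gene Npas3 (-2.79 ± 0.28), the dynein gene Dnah11 (-2.67 ± 0.29), the WNT inhibitor gene Nkd1 (-2.61 ± 0.26) and the R-spondin receptor gene Lgr5 (-2.32 ± 0.28) also fell. The seminal vesicle secretion gene Svs5 changed by -2.27 ± 0.69 (adjusted p = 0.0405), but its sign turned with doublets kept (0.39), with other cell filters (0.17 and 5.89) and at the lower clustering resolution (1.12). In total 1057 of 13587 genes were higher and 884 lower in edgeR. Genes that fell were long, with a median span of 68.6 kb against 18.1 kb for genes that rose and 23.6 kb for the others. DESeq2 called 484 higher and 310 lower, the lower clustering resolution 327 genes in all, and the fit without case 1, whose spread comes from the libraries of 1 animal, called 5907.

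Groups within the luminal-like class differed in more than gene levels. Cells with under 1% mitochondrial UMIs, a sign of RNA from nuclei, were 61.0% of control luminal-like cells and 22.7%, 21.6% and 23.7% of case cells. Cluster 5 held 48.7% of the control cells, and cluster 4, led by Clu, held 48.1%, 50.8% and 57.8% of the case cells. Median depth was 1363 UMIs in control and 2497, 3251 and 3328 in case. With the low-mitochondrial cells left out, 465 genes were higher and 156 lower, of which 450 and 132 were calls with all cells. Within clusters 9 and 12 alone, which hold cells of both groups, 6 genes were higher and 7 lower. The higher genes there were Clu, Nin, Nrg1, Piezo2, Tacc2 and Tspan5. Clusters 9 and 12 were not the only shared ones, since cluster 11 held 14.3% of control and 17.9%, 12.9% and 8.18% of case luminal-like cells. Their mix also differed between groups. Control cells were split 439 to 434 between clusters 9 and 12, and case cells 126 to 51, 177 to 79 and 190 to 98.

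Proliferation genes rose in luminal-like cells. Of 54 G2/M genes, 24 rose and none fell (38 adjusted over the list alone), with a median log2 fold change of 2.21, or 2.21 also with genes at 0 in control set to their bound. Ube2c, which drives mitotic exit, rose by 5.31 ± 0.82, and Mki67 by 2.46 ± 0.50 (adjusted p = 0.00511). Of 42 S phase genes 13 rose (16 adjusted over the list alone; median 1.18), among them the replication helicase gene Mcm5 (3.37 ± 0.73) and Uhrf1 (3.25 ± 0.74). The medians were 0.27 for G2/M and 0.06 for S phase within clusters 9 and 12, beside the 61.0% against 21.6 to 23.7% of low-mitochondrial cells in the class.

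Genes of proximal luminal and basal identity rose in the same cells. In the LumP and stem-like list 24 of 27 genes rose and 1 fell (25 and 1 adjusted over the list alone). The median was 2.84, or 2.64 with Krt13, at least 6.23-fold higher, at its bound. Krt4 rose by 3.17 ± 0.47 and Ppp1r1b by 2.84 ± 0.74. The basal list had 15 of 23 genes higher and 2 lower (17 and 2 adjusted over the list alone; median 1.91), with the epidermal gene Sfn at 2.97 ± 0.40 and Krt15 at 2.92 ± 0.34. Of 21 EMT and matrix genes 11 rose and 2 fell (14 and 2 adjusted over the list alone; median 1.91), among them the urokinase receptor gene Plaur (4.28 ± 0.59), Thbs1 (4.27 ± 0.36) and Cd44 (2.62 ± 0.34). Without low-mitochondrial cells the LumP median was 2.33, and within clusters 9 and 12 it was 0.26.

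Interferon and antigen presentation genes formed another group. Of 34 interferon genes 24 rose and none fell (30 adjusted over the list alone; median 1.99). Ifit1 rose by 3.64 ± 0.46, and Ifit2, with 0 control UMIs, was at least 10.5-fold higher. Ifit3 and Ifit3b share reads and are uncertain. Of 16 MHC class I genes 8 rose (12 adjusted over the list alone; median 1.39), with B2m at 2.08 ± 0.43 and the peptide loading gene Tapbp at 1.49 ± 0.28. Of 8 MHC class II genes 2 rose (2 adjusted over the list alone; median 0.88), Ctss by 2.11 ± 0.45 and Cd74 by 1.64 ± 0.31. The inflammatory list had 6 of 18 genes higher (10 higher and 1 lower adjusted over the list alone; median 1.96), with the chemokine gene Cxcl16 at 3.08 ± 0.34, Tnfaip3, a brake on NF-kB, at 2.94 ± 0.38 and the iron-binding Lcn2 at 2.90 ± 0.36. The interferon median was 1.75 without low-mitochondrial cells and 0.72 within clusters 9 and 12, where the inflammatory median turned to -0.01 and Lcn2 to -0.57.

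Immediate early and AP-1 genes rose too, with 16 of 28 higher (23 adjusted over the list alone; median 1.37). Fosl1 rose by 2.60 ± 0.58, Maff by 1.92 ± 0.31, Ier3 by 1.88 ± 0.29 and Dusp1 by 1.82 ± 0.30. Jun (0.76 ± 0.33) and Fos (0.74 ± 0.33) did not pass the test. These genes also respond to tissue dissociation. Of 16 heat shock genes 2 rose (4 adjusted over the list alone; median 0.59). The AP-1 median was 0.74 without low-mitochondrial cells and -0.11 within clusters 9 and 12, where the heat shock median (-0.07), Ier3 (-0.39) and Dusp1 (-0.11) also turned. Klf5, which encodes a transcription factor of basal and progenitor epithelium, rose by 3.38 ± 0.35 (adjusted p = 3.65e-05) and was at -0.15 within clusters 9 and 12.

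Androgen response and lineage genes were compared because the study follows FOXA1. Foxa1 differed by 0.53 ± 0.28 (log2, adjusted p = 0.205) and Myc by 0.58 ± 0.28 (0.173). Neither passed the test, and the errors leave room for changes of this size. Hoxb13 was at -0.09 ± 0.26 and Mtor at -0.70 ± 0.28, also not past the threshold. The androgen response list had 16 of 84 genes higher and 4 lower (21 and 6 adjusted over the list alone; median 0.21), with Pmepa1 at 3.33 ± 0.68 and Tnfaip8 at 2.74 ± 0.31. Of 18 luminal secretory genes 5 rose and 3 fell (6 and 4 adjusted over the list alone; median 0.29). The p53 target list went both ways, with 4 of 29 higher and 4 lower (5 and 5 adjusted over the list alone; median -0.15). Plk2 rose by 3.50 ± 0.35 and Cdkn1a by 1.44 ± 0.33 (-0.41 within clusters 9 and 12), while the receptor gene Eda2r changed by -2.29 ± 0.47 and Dglucy by -2.07 ± 0.26.

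Of 22 genes named in the study's text 8 were higher in luminal-like cells (8 higher and 3 lower adjusted over the list alone; median 0.65). Among likely Class 1 targets, 17 of 105 genes rose and 16 fell (25 and 19 adjusted over the list alone), with a median of 0.49 at percentile 99.98 of random lists. In basal-like cells 9 of 93 rose and 5 fell (12 and 7 adjusted over the list alone), with a median of -0.03 at percentile 30.4. In luminal-like cells so high a percentile was not particular to the Class 1 targets. The lists of MHC class I presentation and macrophage activation lay at 100 and heat shock at 99.62, with others lower, such as p53 targets at 16.24. Metabolic lists were compared as well. Of 81 mTORC1-linked genes 12 rose (13 adjusted over the list alone; median 0.54), with the desaturase gene Fads2 at 4.17 ± 0.77 and hexokinase Hk2 at 2.80 ± 0.34. The MYC and ribosome biogenesis list had 2 of 46 higher (2 adjusted over the list alone; median 0.49), cholesterol synthesis 2 of 24 (2; median 0.62), oxidative phosphorylation 3 of 43 (2; median 0.56), hypoxia 2 of 17 (2; median 0.34) and glycolysis 2 of 15 (1; median 0.58). Without low-mitochondrial cells the oxidative phosphorylation median was -0.01. Within clusters 9 and 12, Hk2 turned to -0.36, and the medians of the mTORC1-linked (-0.09), MYC (-0.17), cholesterol (-0.02), glycolysis (-0.22), oxidative phosphorylation (-0.11) and study text (-0.15) lists also turned.

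**Figure D3:**
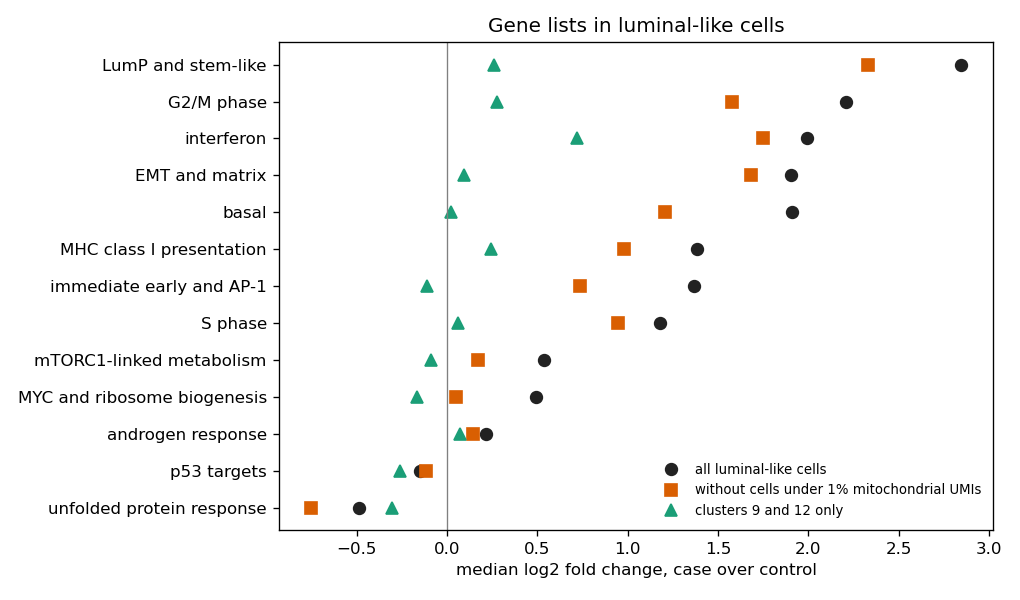
Median log2 fold change (case over control) of each gene list in luminal-like cells, with all cells, without cells under 1% mitochondrial UMIs, and within clusters 9 and 12 alone. The G2/M median is 2.21 with all cells and 0.27 within clusters 9 and 12.

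All epithelial cells together gave 1499 higher and 1525 lower genes of 15077. Ltf (lactotransferrin) had 1 control UMI and 656 case UMIs, a ratio of 233 (counting interval 41.7 to 9231), with 498 of the UMIs from case animal 1. In animal 2 alone the ratio was 72.4 (12.8 to 2879). Nupr1 rose by 5.05 ± 0.36, Prr9, a gene of the epidermal differentiation complex, by 3.83 ± 0.24, and Clu by 3.95 ± 0.39. B3galt1 (-3.62 ± 0.22), the renin gene Ren1 (-2.43 ± 0.24) and Rbfox1 (-2.56 ± 0.22) fell. Of 25 unfolded protein response genes 13 fell and none rose (15 lower and 1 higher adjusted over the list alone; median -0.72), including the chaperone partner gene Creld2 (-1.64 ± 0.18) and Sdf2l1 (-1.02 ± 0.19). Within luminal-like cells 1 of 25 fell (1 adjusted over the list alone; median -0.49), and within basal-like cells none of 23 passed the test in edgeR (none adjusted over the list alone; median 0.08). Low-mitochondrial cells were 32.6% of control and 9.16%, 8.84% and 10.5% of case epithelial cells, and the mix of luminal and basal cells differed as well. Without them 929 genes were higher and 468 lower. DESeq2 called 633 higher and 622 lower, and the fit without case 1 called 5287.

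Basal-like cells (2294 control, 900, 1428 and 1537 case cells) carry the transgene outside the main target of Pb-Cre. This fit took its spread from all genes together, so its small p-values do not measure a gene's own spread between animals. Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160), which encodes galectin-3, rose by 3.21 ± 0.24 (log2, adjusted p = 2.32e-37), and Clu by 3.04 ± 0.24 (2.53e-33), each in both case animals. The squamous gene Sprr1a (2.86 ± 0.25), the matrix protease gene Mmp7 (2.38 ± 0.22), the circadian deadenylase gene Noct (2.90 ± 0.29) and the keratin gene Krt19 (1.89 ± 0.21) rose. Inmt (ENSMUSG00000003477, chromosome 6, 55170626 to 55175043), a methyltransferase gene, changed by -2.51 ± 0.18 (1.07e-40), from 217 CPM in control to 31.6 and 42.2 CPM. The glutathione transferase gene Gstm1 (-1.50 ± 0.17), the retinoid enzyme genes Cyp26b1 (-1.32 ± 0.21) and Adh1 (-1.31 ± 0.18), and Pbsn (-1.60 ± 0.19) fell. With ambient RNA subtracted, Pbsn and Tgm4 in control basal-like cells went to near 0 and their signs turned.

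Gene groups in basal-like cells overlapped in name with those above, but the difference between classes was not tested. The LumP and stem-like list had 13 of 28 genes higher (17 higher and 1 lower adjusted over the list alone; median 0.62), with Krt4 at 2.20 ± 0.64 and Krt13 at a ratio of 22.4 (counting interval 7.58 to 110). Of 24 basal genes 12 rose (17 adjusted over the list alone; median 0.72), among them Dapl1 (3.38 ± 0.34). Of 43 G2/M genes 11 rose (22 higher and 1 lower adjusted over the list alone; median 1.42). Top2a, a mitotic topoisomerase gene, had 1 control UMI and a ratio of 74.2 (13.2 to 2942), and Mki67 rose by 1.93 ± 0.51. Of 29 interferon genes 8 rose (12 adjusted over the list alone; median 0.53). Foxa1 rose by 0.58 ± 0.19 (adjusted p = 0.0438), while Myc (0.33 ± 0.20) did not pass the test. Klf5 rose by 1.36 ± 0.20. Of 28 immediate early and AP-1 genes 2 rose and 2 fell (4 and 5 adjusted over the list alone; median -0.09), and low-mitochondrial cells were 1.57% of control and 1.00%, 1.26% and 1.56% of case basal-like cells.

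The basal-like test called 450 genes higher and 220 lower of 12300. Cluster 0 held 70.9% of control cells, and 29.4%, 34.2% and 30.1% of case cells, with the rest in clusters 1 and 7. Without case 2 the count fell to 64 genes (51 higher, 13 lower), and DESeq2 called 68. With scaling by library totals 665 were higher and 87 lower (88.4% higher against 67.2%), because that scaling moves the median of all genes by 0.158.

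LumP-like cells were too few in control for a test (45 against 171, 151 and 166), so values are given without one. Genes of squamous and proximal epithelium had 0 control UMIs and were at least 10.2-fold (Wfdc18), 6.88-fold (Ly6g6c), 5.59-fold (Krt6a) and 4.77-fold (Sbsn) higher in the summed case cells. In animal 2 alone Wfdc18 was at least 6.52-fold higher. Sptssb had 9 UMIs in control and 0 in case, 41.7-fold lower with the case set to the floor of 3 counts. The counting error of the 9 control UMIs is not in this value. Gstm1 had 166 UMIs in control and 23 and 59 in case animals 1 and 2, whose totals were larger.

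Fibroblast-like cells (1518 control, 497, 665 and 818 case cells) showed some inflammatory and matrix genes higher in case. Immediate early and AP-1 genes, which also respond to tissue dissociation, lay higher as well (median 0.30, with 22 genes above and 6 below 0). Timp1, a metalloprotease inhibitor gene (ENSMUSG00000001131, chromosome X, 20870166 to 20874735), rose by 2.80 ± 0.36 (log2, adjusted p = 8.36e-12), the WNT antagonist gene Dkk2 by 2.58 ± 0.31, the prostaglandin receptor gene Ptger3 by 2.63 ± 0.41 and the chemokine gene Cxcl9 by 2.32 ± 0.32. Of 16 inflammatory genes 4 rose (7 higher and 1 lower adjusted over the list alone; median 0.88): Ccl7 (1.47 ± 0.36), Il6 (1.36 ± 0.28), Ccl2 (1.27 ± 0.32) and Cxcl1 (1.19 ± 0.28). Of 29 fibroblast activation genes 6 rose (10 adjusted over the list alone; median 0.43), including tenascin C (Tnc, 2.69 ± 0.67), and of 28 EMT and matrix genes 5 rose (8 adjusted over the list alone; median 0.34). Luminal secretion genes were lower, Msmb by -4.82 ± 0.38, Pbsn by -3.60 ± 0.28 and Tgm4 by -2.39 ± 0.26, and these are markers of another cell type. The stromal gene Pcolce2 (-1.40 ± 0.25) and Dpp4 (-1.57 ± 0.28) fell. Dpp4 also stands among the luminal markers used here, so its drop may not be stromal. Calls numbered 85 higher and 56 lower of 10716. DESeq2 called 12, Leiden at resolution 0.5 gave 31, the fits without case 1 and case 2 gave 224 and 92, and with at least 500 genes per cell edgeR called 0 (562 at an unadjusted p under 0.05).

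In macrophage-like cells (390 control, 483, 722 and 713 case cells) 19 genes were higher and 24 lower of 7801. Spp1, which encodes osteopontin, had 3 control UMIs and a ratio of 11.1 (counting interval 3.76 to 54.3), and Gpnmb, with 0 in control, was at least 8.12-fold higher, though 166 of its 171 UMIs came from animal 2 and animal 1 alone lay under the floor. The lipid-binding gene Fabp5 rose by 2.67 ± 0.41 (log2, adjusted p = 3.57e-08), the chemokine genes Ccl17 by 2.81 ± 0.53 and Ccl5 by 2.28 ± 0.33, and Igf1 by 1.69 ± 0.36. Plac8 (-1.76 ± 0.23) and Dcstamp (-1.69 ± 0.24), a gene of cell fusion, fell. Dcn (-3.54 ± 0.64) and Pbsn (-2.38 ± 0.31), markers of fibroblasts and luminal cells, were lower too. Of 22 macrophage activation genes 3 rose (3 adjusted over the list alone; median 0.15). Of 18 inflammatory genes 1 rose (1 higher and 2 lower adjusted over the list alone), and the median lay below 0 at -0.33. Of 8 MHC class II genes none passed the test (1 lower adjusted over the list alone; median -0.37). DESeq2 called 4 genes, keeping doublets gave 95, and the fits without case 2 and case 3 gave 20 and 72.

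T/NK-like cells (198 control, 419, 415 and 532 case cells) gave 13 higher and 9 lower genes of 5885. Ikzf2 (Helios), expressed in regulatory and innate-like T cells, rose by 2.30 ± 0.41 (log2, adjusted p = 1.28e-05), the costimulatory receptor gene Tnfrsf9 by 2.23 ± 0.45, the interferon-induced Ifi27l2a by 2.11 ± 0.41 and Fcer1g by 1.70 ± 0.39. The granzyme gene Gzmc had 0 control UMIs and was at least 5.79-fold higher, and the delta chain segment Trdv4 had a ratio of 19.7 (counting interval 3.49 to 783). Rcbtb2 (-3.18 ± 0.34) and the flippase gene Atp8a2 (-1.83 ± 0.30) fell. The myeloid gene Lyz2 (-4.61 ± 1.11) and Pbsn (-1.79 ± 0.45), markers of other cells, were lower. DESeq2 called 2 genes, and the fits without case 1 and case 3 called 55 and 37.

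Recombined cells were compared with unrecombined luminal-like cells of the same case animals. The study took cells with the transgene and without puroR as tumor cells, but set these states on imputed values. It compared them with puroR-positive control cells, which is another contrast. Control cells lack Cre, yet 10.5% of the luminal-like ones met the recombined rule after thinning. The animals are homozygous for the transgene, so a cell with puroR may still carry a recombined copy. Wfdc18 rose by 2.28 ± 0.27 (log2, adjusted p = 2.63e-06), Wfdc3 by 2.18 ± 0.28, Msmb by 1.67 ± 0.11 and Svs2 by 1.37 ± 0.20. In animal 1 Svs2 went only from 0 to 1.75 CPM. Of 17 luminal secretory genes 8 rose and 1 fell (10 and 2 adjusted over the list alone; median 0.52). The urothelial gene Upk3a changed by -3.50 ± 0.27 and Krt15 by -1.50 ± 0.18. Of 22 basal genes 6 fell (12 adjusted over the list alone; median -0.97), among them Trp63 (-1.47 ± 0.30), Apoe (-1.21 ± 0.16) and Krt14 (-1.21 ± 0.28). Several list medians that lay above 0 in case against control luminal-like cells lay below 0 here. Of 26 LumP and stem-like genes 4 fell and none rose (8 and 1 adjusted over the list alone; median -0.23), of 27 immediate early and AP-1 genes 1 fell (9 adjusted over the list alone; median -0.29), and of 29 interferon genes 2 fell (2 adjusted over the list alone; median -0.23). No G2/M gene of 40 passed the test in edgeR (median -0.26). Of 24 unfolded protein response genes 1 rose (4 higher and 1 lower adjusted over the list alone; median 0.23). Median depth differed, at 3533, 4725 and 4716 UMIs in recombined and 6472, 7553 and 6716 in unrecombined cells, and a deeper cell shows puroR more often. In case 1, case 2 and case 3 puroR was also higher in basal-like cells (460, 159 and 174 CPM) than in luminal-like cells (138, 47.5 and 46.5 CPM). A cell holding basal RNA may therefore count as unrecombined more often, and this was not tested. In all 95 genes were higher and 78 lower of 10281. With cells thinned to 2000 UMIs 20 and 15 passed, DESeq2 called 22, and without the animal block edgeR called 0 (258 at an unadjusted p under 0.05).

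Cycling was read from phase genes after thinning, since the study reported more S phase cells in case epithelium. The study predicted a cell cycle position for each cell, while here cells with at least 2 UMIs of a phase list were counted. Such a cell need not be in that phase and can count for both lists, so the ratios are not the same measure. Cells with at least 2 S phase UMIs were 27.7% of control epithelial cells (exact interval 25.2 to 30.4%) and 39.8%, 44.1% and 40.3% of case cells, a mean ratio of 1.47. Basal-like cells, whose shares were higher, made up 24.9% of the control cells at this depth and 43.7% and 45.6% of those of case animals 1 and 2. With the control classes weighted to these mixes, the control share was 35.8% and 36.5%, and the mean ratio 1.13. With the case classes weighted to the control mix it was 1.30. These mixes are those of cells with at least 2000 UMIs, and over all kept cells the gap in basal-like cells was smaller. They were 2294 of 4904 control epithelial cells, and 900 of 1714, 1428 of 2534 and 1537 of 2828 in case. For all epithelial cells, unthinned S phase shares were 22.5% against 46.4%, 49.8% and 50.1%. Thinning left out 3772 control cells and 895, 1269 and 1211 case cells. S phase genes in all epithelial cells were at 584 CPM in control and 785, 948 and 893 CPM in case. Luminal-like cells showed 17.2% against 27.9%, 33.3% and 31.0%, a mean ratio of 1.74, or 3.02 with at least 3 S phase UMIs. Basal-like cells showed 59.2% against 54.2%, 57.0% and 50.1%, an order opposite to that of their CPM (901 against 1073, 1090 and 963), so no direction was read. The control basal-like share rests on 282 of 2294 cells, and unthinned shares were 27.1% against 51.7%, 50.8% and 50.6%. G2/M shares of epithelial cells were 45.2% in control and 53%, 58.1% and 56.7% in case, a mean ratio of 1.22, or 1.06 at the case mixes and 1.13 at the control mix. Luminal-like G2/M shares were 38.7% against 43.2%, 51.2% and 49.8%, a mean ratio of 1.21. The interval of case 1 (38.0 to 48.4%) overlapped that of control (35.4 to 42.1%). Basal-like G2/M shares were 62.8% against 62.8%, 66.2% and 63.9%, and LumP-like shares 66.7% of 21 control cells against 53.7%, 53.9% and 53.9%. Free RNA was estimated at 2.12% of UMIs in control and 1.49%, 2.29% and 2.44% in case, and phase calls read it too, so no rate of cycling was taken from them alone. The estimate is the summed level of Pbsn, Sbp, Tgm4, Spink1 and Msmb in macrophage-like and T/NK-like cells over that in all barcodes. It used no empty droplets and takes free RNA to have the profile of all barcodes.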

Values the study reported

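The study reported a 2-fold higher fraction of epithelial cells in S phase in the case animals, from predicted cell cycle positions. It described 141 likely direct targets of Class 1 mutants from organoids.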

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

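The free RNA test of puroR, the bootstrap interval of the median shares and the reading of puroR UMIs per positive cell were chosen after the results were seen. With quartiles as the spread, the share of genes that fell is left open, and it is read so here. The fits without low-mitochondrial cells and within clusters 9 and 12 were added after seeing the data, with the bounds of their tests set before their own results. Lgr5, which encodes an R-spondin receptor, changed by -2.32 (log2, case over control) in luminal-like cells and by 1.27 in basal-like cells, with both case animals on the same side in each class. Adh1, a retinol dehydrogenase gene, was at 1.00 in luminal-like and -1.31 in basal-like cells, and the antiproliferative gene Btg2 at 1.38 and -0.69. The long noncoding RNA Pvt1 beside Myc was at -0.89 and 0.70. The difference between the classes was not tested for any of these 4 genes. Another signal came from 1 unnamed cluster that no comparison used. It held 3.20%, 2.49% and 2.73% of cells in case 1, case 2 and case 3 and 0.0135% in control. Npy, Dpp10, Lsamp and Cntn5, genes of neurons, and the repeat-like Gm10800 and Gm10801 led it, at a median of 666 UMIs and 0.76% mitochondrial UMIs.

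The first pattern weighed was the shift of luminal-like cells. For the genes that rose, low-mitochondrial control cells were argued against as the whole cause. Without such cells the genes that rose kept a median 0.786 of their log2 fold change (bootstrap interval over genes 0.776 to 0.797, quartiles 0.671 to 0.886), and all 1055 measured kept their sign. Genes that fell kept a median 0.568 (0.546 to 0.582, quartiles 0.432 to 0.727), with 857 of 863 signs kept. Of those genes 450 and 132 were still called, with fewer cells in the fit, and a part of the shift may come from the low-mitochondrial cells. For the genes that fell the question stays open, since the reading turns on the choice of spread. All of these genes were called on cells that include the ones fitted again, which favors kept signs. The bootstrap over genes measures no spread between animals. Within clusters 9 and 12 the shares were 0.161 for higher and 0.0911 for lower genes. This stays open as well, because clusters are drawn on expression and a changed cell state would also move cells out of clusters 9 and 12, and the genotype remains an untested candidate cause.

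The second pattern was the lower level of luminal secretory genes in case fibroblast-like cells. If free RNA from luminal cells were the source, fibroblast-like and leukocyte-like cells of a library would hold like levels. The ratio of the summed levels was 1.72 in control (interval 1.46 to 2.03), 0.791 in case 1, 0.451 in case 2 (0.290 to 0.681) and 0.831 in case 3. Free RNA and expression in fibroblasts cannot be told apart, since the ratio moved between libraries and the interval of case 2 reached into the 2-fold range that free RNA would allow.

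The third pattern was lower puroR in non-epithelial cells of case animal 2, where Pb-Cre should be inactive. Free RNA as the source of puroR was argued against, since macrophage-like control cells held 84.4% (73.9 to 96.1%) of the luminal-like level, against 2.12% free RNA as estimated from secretory genes. After thinning, puroR-positive cells of animal 2 held 1.29 puroR UMIs (1.21 to 1.38), and control cells thinned to the same puroR level 1.20 (1.08 to 1.33). A lower transcript level in every cell and a mixture of cells with and without the cassette cannot be told apart. The value of 1.29 lies inside the interval of the thinned control, but its own interval starts above 1.20, and the ratio to the control was 0.755 (0.670 to 0.858), between what a mixture needs and what would exclude it. Why the animals differ was not tested.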

How the results depend on the processing

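The fits without cells under 1% mitochondrial UMIs, within luminal clusters 9 and 12, and on recombined cells thinned to 2000 UMIs, and the cycling ratios at common class mixes, were chosen after seeing the data. Case and control could not be paired, because the control is 1 library and comes from other animals than the case libraries. The LumP-like class had 45 control cells, so its alternatives were not run. Of 915 list medians under an alternative 660 stayed within their spread, 242 moved and 13 turned sign. A turn was counted only for lists whose main median lay in either tail of the random lists. Of 6678 values of named genes 6007 kept their side of the threshold, 628 lost the call, 22 gained it and 21 turned sign. A turn was counted only for genes called in the main fit, so other genes may have turned sign uncounted. Except where named, the cause of a change was not tested. DESeq2 called 1255 genes in all epithelial, 794 in luminal-like, 68 in basal-like, 12 in fibroblast-like, 4 in macrophage-like and 2 in T/NK-like cells, and 22 in the recombined contrast. With 4 libraries as samples 380 genes passed in basal-like and 20 in macrophage-like cells. Leaving out each case library gave 2574 to 5287 epithelial, 1881 to 5907 luminal-like, 64 to 873 basal-like, 92 to 224 fibroblast-like, 20 to 72 macrophage-like and 19 to 55 T/NK-like calls. Leiden at resolution 0.5 gave 327 luminal-like and 31 fibroblast-like calls, a macrophage-like share ratio of 2.61 and Svs5 at 1.12 in luminal-like cells. Subtracting ambient RNA gave 327 basal-like calls, Clu at -1.11 in fibroblast-like cells, and Pbsn at 8.59 and Tgm4 at 10.39 in basal-like cells, because the subtraction took the control level to 0. With at least 500 genes per cell edgeR called 0 genes in fibroblast-like cells (562 at an unadjusted p under 0.05; DESeq2 with the standard filter 12). The share ratios were then 5.16 for T/NK-like, 0.794 for fibroblast-like, 2.85 for macrophage-like and 8.27 for plasma-like cells, the basal S phase ratio was 0.957, and Svs5 was at 4.67 in epithelial and 5.89 in luminal-like cells. With doublets kept, 95 genes passed in macrophage-like cells and their share ratio was 2.43. The list medians were then 1.28 for G2/M, 0.33 for MHC class II and 0.63 for interferon in basal-like cells, and 2.46 for LumP, 1.06 for AP-1 and 1.80 for interferon in luminal-like cells. Ratios of cycling cells were 0.967 for basal G2/M, 1.41 for epithelial S and 0.862 for basal S, and Svs5 was at 0.03 in epithelial and 0.39 in luminal-like cells. At up to 20% mitochondrial UMIs Svs5 was at 0.17 in luminal-like cells. The medians were 1.18 for G2/M and 0.45 for interferon in basal-like, 2.51 for LumP and 1.25 for AP-1 in luminal-like cells, and the luminal G2/M ratio was 1.35. With library totals the basal-like medians were 1.57 for G2/M, 0.79 for LumP, 0.88 for basal and 0.69 for interferon genes. Without low-mitochondrial cells 1397 epithelial and 621 luminal-like genes passed. Luminal medians were 2.33 for LumP, 0.74 for AP-1, 1.75 for interferon and -0.01 for oxidative phosphorylation, and the epithelial oxidative phosphorylation median was -0.12. Within clusters 9 and 12, with fewer cells, 13 genes passed. Medians there were 0.27 for G2/M, 0.26 for LumP, 0.06 for S phase, 0.72 for interferon, -0.11 for AP-1, -0.17 for MYC, -0.02 for cholesterol, -0.22 for glycolysis, -0.07 for heat shock, -0.01 for inflammatory, -0.09 for mTORC1-linked, -0.02 for macrophage activation, -0.15 for study text and -0.11 for oxidative phosphorylation genes. The single genes that turned were Cdkn1a (-0.41), Cycs (-0.04), Dusp1 (-0.11), Hilpda (-0.39), Hk2 (-0.36), Hspa1b (-0.07), Ier3 (-0.39), Klf5 (-0.15), Lcn2 (-0.57), Pkm (-0.01), Ran (-0.17) and Sqle (-0.47). In the recombined contrast 35 genes passed after thinning and edgeR called 0 without the animal block (258 at an unadjusted p under 0.05; DESeq2 with the block 22). With at least 3 phase UMIs the ratios were 1.71 for epithelial S, 1.52 for epithelial G2/M, 3.02 for luminal S, 1.71 for luminal G2/M and 0.859 for basal S. Thinned to 1000 UMIs they were 1.41 and 1.35 in epithelial cells for S and G2/M, 1.62 for luminal G2/M and 1.01 for basal S, which turned side. With the control shares weighted by the class mix of each case animal, the epithelial ratios were 1.13 for S and 1.06 for G2/M, and with the case shares weighted by the mix of the control 1.30 and 1.13. Both lie under the pooled ratios, and how much of the difference the mix makes up depends on the weighting. The mixes are those of cells with at least 2000 UMIs, not of all kept cells. How depth alone moves the calls was not tested. In T/NK-like cells, the smallest class tested, the simulated test recovered 3 of 93 genes changed 2-fold, so most changes of that size would be missed there.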

Other observations

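The p53 targets summed in luminal-like cells were at 1359 CPM in control and 1263, 1526 and 1395 CPM in case 1, case 2 and case 3. Neutrophil-like cells were 0.0541% of control cells and 0.434%, 0.0824% and 0.177% of case cells, in 4 control cells and 16, 4 and 10 case cells. Human FOXA1 was read in control cells without Cre, at 641 CPM in basal-like cells, against 530, 450 and 390 CPM in case.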
